A study of Mus musculus with 17 samples.

How the data were processed

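RNA sequencing counts from mouse fetal liver cells were analysed. Per the labels, the cells came from embryos of day E12.5 to E13.5 of a strain that expresses Cas9 and EGFP. All libraries except those of the WT group carried a guide RNA against Gata1 (sgGata1), which in the study's naming gives Gata1s cells, that is, cells making the short form of the transcription factor GATA1. A second transgene defined the group. The groups were LUC (a luciferase control, 3 libraries), Arid3a (3), sh-ctrl (a control short hairpin, 3), shArid3a (a short hairpin against Arid3a, 2, numbered 1 and 3) and miR-125b (3). Doxycycline was given at 1 µg/mL for 48 h in the LUC and Arid3a groups and for 10 days in the sh-ctrl, shArid3a and miR-125b groups. The 3 WT libraries carried a luciferase guide and a luciferase hairpin and had no doxycycline. Groups were taken from the labels alone. The 17 libraries lie in 3 tables: 1 with the LUC and Arid3a groups, 1 with the sh-ctrl, shArid3a and miR-125b groups, and 1 with the WT group.

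The deposited tables hold raw read counts per gene, with no normalization by the authors, and every value was checked to be a whole number. Per the labels, total RNA was extracted with a Zymo Quick-RNA kit and libraries followed standard Illumina protocols. The authors' aligner, counting program, genome build and use of strand are not stated in the labels. The first pair of tables list 47069 genes each, and 47643 genes are listed for WT. Gene symbols in the table with the knockdown were partly altered by a spreadsheet program, so tables were joined by Ensembl identifier, and symbols, positions and 3′ untranslated regions (UTRs) were taken from GENCODE M21 (GRCm38). All values of all 17 libraries were used. A shArid3a library numbered 2 was not analysed here.

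Library totals ranged from 31339238 to 38678649 counts in the LUC and Arid3a table, from 31992089 to 40859301 in the table with the knockdown and from 16362439 to 19212193 in the WT table. Counts are reads without molecular identifiers, so a floor of 3 counts covers counting error only.

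Differences were tested with edgeR 4.0.16 in R 4.3.3. Counts were scaled by TMM, genes were kept by filterByExpr with the groups of a table, and a quasi-likelihood model with 1 term per group was fitted to each table (glmQLFit, glmQLFTest). Genes with a Benjamini-Hochberg adjusted p-value under 0.05 over the genes tested were called. The sh-ctrl, shArid3a and miR-125b libraries were fitted together, so the comparisons with 2 shArid3a libraries share the spread of the table. Levels are given in CPM (the output of the cpm function of edgeR) with TMM scaling unless library totals are named, with the standard deviation (SD) between libraries. Log scales used a prior count of 2. Standard errors of fold changes were derived from the F statistics. The comparisons were the libraries labelled Arid3a against LUC, shArid3a against sh-ctrl, miR-125b against sh-ctrl, and miR-125b against shArid3a. No test was made across tables between WT and other groups, since genotype, doxycycline, second transgene and table all change together there.

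Genes to be named were set by a rule. Arid3a and Gata1 were named in every comparison. For each comparison against a control, the rule took called genes with an average log2 CPM of at least 3, no overlap of the groups, and no predicted-gene name, and named the 4 with the largest rise and the 4 with the largest fall. For genes called in both shArid3a and miR-125b with the same sign, it named up to 3 in each direction. Genes of a list are named only as the 3 with the smallest adjusted p-value.

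The correlation of the shArid3a and miR-125b effects was set against 50 simulations of unchanged groups sharing the same kind of control, and against fits in which each effect had controls of its own. Each alternative fit of this correlation was set against 20 simulations, so its highest simulated value is not on the same footing as that of the main fit. The correlation of the effects of the libraries labelled Arid3a with each of the others was tested by exact permutation of library labels within each table, two-sided. These relabellings took no account of pairs of libraries with the same number. The 10 gene lists (megakaryocyte and platelet, erythroid, myeloid, mast cell and basophil, stem and progenitor, TGF-beta response, cell cycle, p53 and apoptosis, interferon response, recalled miR-125b targets) were written from general knowledge. They were tested with camera (two-sided, inter-gene correlation 0.01), with adjustment over the 30 list tests in the 3 comparisons against control, and with fry and an estimated correlation as alternatives. Genes with a match to the miR-125b-5p seed (8mer CTCAGGGA) in the 3′ UTR of an annotated transcript were set against genes with no 7mer or 8mer match by camera and by 10000 draws of no-site genes matched on UTR length in 10 bins.

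Whether replicate numbers pair the libraries was checked by correlating deviations from the group means between libraries of the same number. In the table with the knockdown, all 7 same-number pairs gave correlations from 0.15 to 0.43, against −0.43 to 0.36 for the 14 pairs of different number. Libraries numbered 1 correlated positively with each other and negatively with those of other numbers. Numbers 2 and 3 were not clearly separated, since some pairs across them correlated higher than same-number pairs. The numbers may therefore pair these libraries, most clearly for number 1. In the LUC and Arid3a table, the 3 same-number pairs gave 0.01 to 0.36 and the 6 others −0.34 to 0.20, which does not pair them all. The Y-chromosome gene Eif2s3y was at 10.1 CPM of the library totals in the labelled Arid3a library numbered 3 and 11.5 in the LUC library numbered 3, and at most 0.052 in the other 4, so the libraries numbered 3 may share a source of cells. Whether those numbered 1 or 2 do is not settled here. A replicate block was fitted as an alternative in both tables.

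The procedure was tested on simulated data in the sizes of the comparisons. In each, 200 genes of over 3 CPM were changed by 1 or 2 on the log2 scale, up or down. The procedure recovered 86.5% of them for 3 against 3 libraries in the first table, 75.5% for 2 shArid3a libraries against 3, and 77.0% for 3 miR-125b libraries against 3. False calls made up 3.35%, 3.21% and 6.10% of the calls. Noise was drawn gene by gene, so variation that genes share between real libraries was not covered. The shares recovered need not hold for smaller changes or for the real libraries.

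Groups, comparisons, tests, gene lists, the naming rule and the following alternatives were chosen before the data were examined: RLE scaling, library totals alone, no filter on low counts, a minimum of 10 counts in every library, a robust fit, a replicate block, only the libraries of the groups compared, DESeq2 1.42.0, an adjusted p-value under 0.01, an absolute log2 fold change of at least 1, 7mer-m8 sites, and leaving out each library in turn. A fit without the ribosomal RNA-like genes was added after the data were seen. limma was version 3.58.1.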

Results

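Gene expression was measured by RNA sequencing in 17 libraries of fetal liver cells. In the Gata1s cells, 14 libraries compared a LUC control (n = 3) with an Arid3a transgene (n = 3) after 48 h of doxycycline, and a control hairpin, sh-ctrl (n = 3), with a hairpin against Arid3a (n = 2) and with miR-125b (n = 3) after 10 days. WT cells had 3 libraries. Total counts per library were 34585211, 38678649 and 31339238 for LUC, 35887434, 33709907 and 35155379 for the libraries labelled Arid3a, and 33424621, 31992089 and 36030379 for sh-ctrl. They were 37323891 and 36997667 for shArid3a, 35072928, 36973274 and 40859301 for miR-125b, and 16362439, 18743744 and 19212193 for WT.

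Arid3a (ENSMUSG00000019564) is a protein-coding gene on chromosome 10, positions 79927043 to 79955018 on the plus strand (GRCm38), and no other annotated gene overlaps it. Its level checks whether the transgenes changed their named target. In the libraries labelled Arid3a it was 70.9 ± 11.3 CPM (SD, n = 3) against 67.2 ± 3.09 in LUC (SD, n = 3). The log2 fold change was 0.08 (SE 0.12) with an edgeR adjusted p-value of 0.737, so the difference did not exceed the spread between libraries. The libraries were at 58.3, 74.3 and 80.1 CPM. Without replicate 3 of this group the log2 fold change was −0.02. Without replicate 1 it was 0.21, with an edgeR adjusted p-value of 0.0623. The counts therefore show no rise of Arid3a beyond that spread in these libraries, with adjusted p-values from 0.0623 to 0.957 over 14 alternatives. Reads of a transgene that lacks the counted sequence would not be seen in such a table. With the hairpin, Arid3a fell to 19.7 ± 1.03 CPM (SD, n = 2) from 52.9 ± 6.71 in sh-ctrl (SD, n = 3), a log2 fold change of −1.43 (SE 0.20, edgeR adjusted p-value 0.0368). Over 12 alternatives its adjusted p-value ranged from 3.11e-08 to 0.171, and 9 of them kept the call. The call was lost (0.0524) when the ribosomal RNA-like genes described below were left out before the fit, though the log2 fold change was then −1.44. It was also lost without sh-ctrl replicate 2 (log2 fold change −1.40) or sh-ctrl replicate 3 (−1.39). With miR-125b, Arid3a was at 8.97 ± 1.60 CPM (SD, n = 3), a log2 fold change of −2.56 (SE 0.18, edgeR adjusted p-value 0.000282) that stayed past the threshold in every alternative run.

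**Figure D1:**
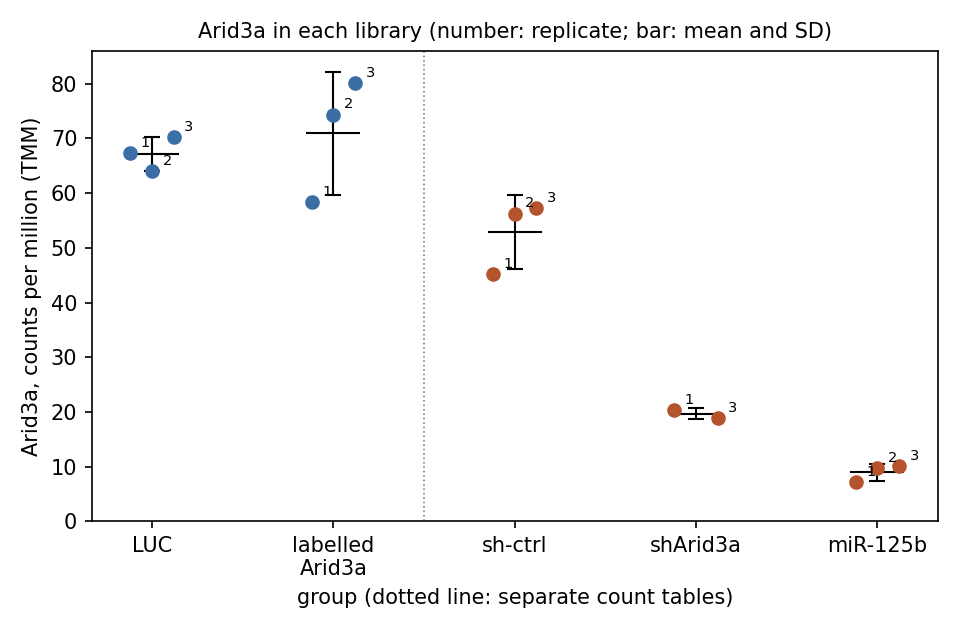
Arid3a in CPM (TMM) per library, with replicate numbers, the group mean and SD, in the 5 Gata1s groups. The 3 miR-125b libraries lie between 7.14 and 10.0, the 2 shArid3a libraries at 20.4 and 18.9, and the 3 sh-ctrl libraries between 45.2 and 57.2, while the libraries labelled Arid3a, at 58.3 to 80.1, overlap LUC at 64.0 to 70.2.

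Gata1 (ENSMUSG00000031162; chromosome X, 7959260 to 7978071, minus strand), the gene targeted by the guide in these cells, was not called in any of the 4 comparisons. Its log2 fold change was −0.24 in the libraries labelled Arid3a (edgeR adjusted p-value 0.167), −0.22 in shArid3a (0.621) and −0.47 in miR-125b (0.162). In the paired fit with a replicate block the miR-125b value was −0.47 with an adjusted p-value of 0.046, the lowest of 15 alternatives, which reached 0.443. Without replicate 1 of the libraries labelled Arid3a, the fold change in that comparison was −0.28 and past the threshold (adjusted p-value 0.0265, the lowest of 14 alternatives, which reached 0.471). The value in shArid3a was −0.42 without sh-ctrl replicate 1 and −0.06 without replicate 3, and that in miR-125b was −0.30 without sh-ctrl replicate 3 and −0.71 without miR-125b replicate 3.

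The comparison of the libraries labelled Arid3a with LUC asks what the Arid3a transgene changes in Gata1s cells. As the counts show no rise of Arid3a beyond the spread, whether it shows the effect of a raised level is not settled. A transgene whose reads are not counted could raise Arid3a unseen. Of 13495 genes tested, 0 were called, and 2885 had an unadjusted p-value under 0.05. The lowest adjusted p-value was 0.0675, and 671 genes lay under 0.1, of which 363 were higher and 308 lower. This count depended on 1 library and on the test: without replicate 1 of the libraries labelled Arid3a, 3198 genes were called, and DESeq2 called 1186. Scin and Rapsn had the lowest adjusted p-value and were chosen after their values were seen. Scin (ENSMUSG00000002565) fell from 1345 ± 118 to 646 ± 55.1 CPM (SD, n = 3 each), a log2 fold change of −1.06 (SE 0.09, edgeR adjusted p-value 0.0675). Rapsn (ENSMUSG00000002104) fell from 176 ± 10.1 to 105 ± 3.06 CPM (SD, n = 3 each), a log2 fold change of −0.74 (SE 0.07).

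The comparison of shArid3a with sh-ctrl asks the reverse, what a lowered level of Arid3a changes. Of 14004 genes tested, 12 were called, 7 higher and 5 lower, and 3616 had an unadjusted p-value under 0.05. The alternative that moved the count most was DESeq2, with 1335 genes, and the count was 5 without sh-ctrl replicate 2 and 2 without replicate 3. Of the 7 higher genes, 5 are ribosomal RNA-like: genes whose annotated sequence can collect reads from ribosomal RNA. Without these genes in the fit, 0 genes were called, with 3567 at an unadjusted p-value under 0.05. Among the named genes, Lars2 (ENSMUSG00000035202, chromosome 9, 123366927 to 123462666) is one of this kind and was higher by 3.39 (log2, SE 0.18, edgeR adjusted p-value 2.41e-05). Cd24a (ENSMUSG00000047139, chromosome 10, 43578284 to 43584265) rose from 136 ± 36.3 CPM (SD, n = 3) to 416 ± 9.25 (SD, n = 2), a log2 fold change of 1.61 (SE 0.21, edgeR adjusted p-value 0.0293). Csf2rb (ENSMUSG00000071713, chromosome 15, 78325752 to 78353847) had −1.61 (SE 0.21, edgeR adjusted p-value 0.0293), and since reads of its near-identical paralog Csf2rb2 can be assigned to either gene, the value is uncertain. Mapt (ENSMUSG00000018411, chromosome 11, 104231390 to 104332090) had −1.59 (SE 0.23, edgeR adjusted p-value 0.0375). Ppfibp1 (ENSMUSG00000016487, chromosome 6, 146888487 to 147032025) had −1.51 (SE 0.17, edgeR adjusted p-value 0.0197). Mapt and Ppfibp1 each overlap 3 annotated genes, some on the other strand, and Csf2rb overlaps a microRNA gene. Cd24a, Csf2rb, Mapt and Ppfibp1 lost their call without the ribosomal RNA-like genes (adjusted p-values 0.0524 to 0.0556) and without sh-ctrl replicate 3. Cd24a and Csf2rb also lost it without sh-ctrl replicate 2 and Mapt without replicate 1 and with only the libraries of the groups compared. The highest adjusted p-value over 12 alternatives was 0.166 for Cd24a, 0.119 for Csf2rb, 0.171 for Mapt and 0.10 for Ppfibp1. Of the remaining called genes, named after their values were seen, Gm23935, Gm15564, Gm24270 and CT010467.1 are ribosomal RNA-like and higher, S100a6 was higher and Treml2 lower.

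**Figure D2:**
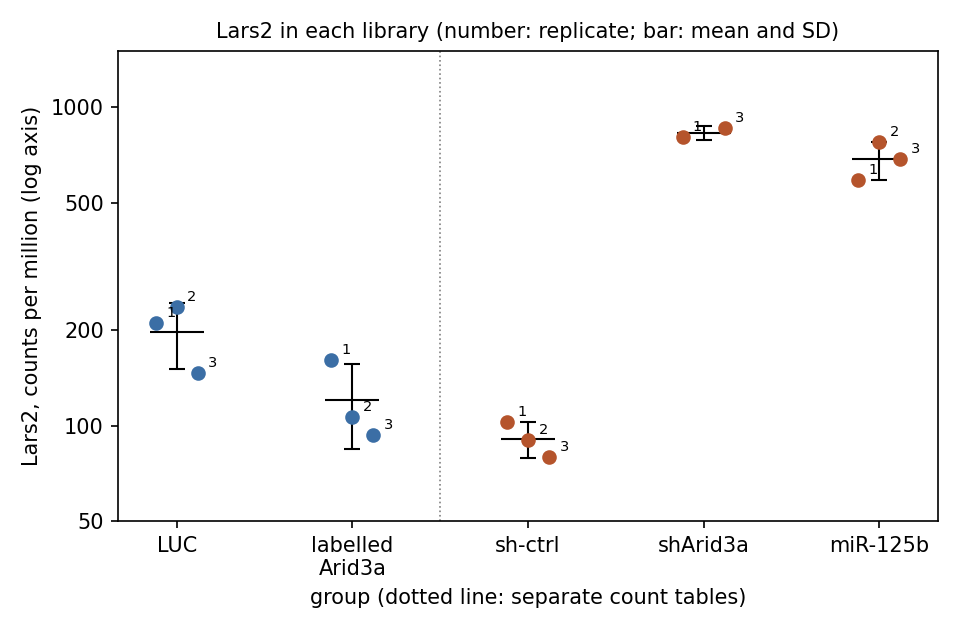
Lars2 in CPM of the library totals (log axis) per library, with replicate numbers, the group mean and SD. The 5 shArid3a and miR-125b libraries lie between 589 and 861, all above the 3 sh-ctrl libraries at 79.7 to 103, and the 6 libraries of the other table lie between 93.2 and 235.

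The comparison of miR-125b with sh-ctrl asks which genes the microRNA changes. Of 14004 genes tested, 3414 were called, 1700 higher and 1714 lower, and 5570 had an unadjusted p-value under 0.05. Of the called genes, 1087 changed by at least 1 on the log2 scale, 285 higher and 802 lower. Groups did not overlap for 3373 of the called genes and for 44.9% of all genes, where unchanged genes would give 10%. At an adjusted p-value under 0.01, 554 were called. Among the fits that left out one library, that without sh-ctrl replicate 3 moved the count most, to 734 genes, of which 729 were among the 3414. Without miR-125b replicate 1 it was 1766, without replicate 2, 2229, and without replicate 3, 2032. Scaling by library totals alone shifted the median of all genes by −0.19 (log2) in this comparison and by −0.19 in shArid3a, and the share of called genes that were higher went from 49.8% to 26.6% with miR-125b. Directions below are therefore relative to the TMM scale.

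Among the named genes of this comparison, all protein-coding except Il1bos, Mpo (ENSMUSG00000009350, chromosome 11, 87793581 to 87804413), which encodes myeloperoxidase, rose from 0.198 ± 0.318 to 41.7 ± 18.5 CPM (SD, n = 3 each), a log2 fold change of 7.73 (SE 0.84, edgeR adjusted p-value 0.00162). The size of this rise is uncertain, since Mpo had 20, 1 and 0 counts in sh-ctrl replicates 1 to 3. Without sh-ctrl replicate 1 the log2 fold change of Mpo was 11.3, and without replicate 3 it was 7.09. Prss34 (ENSMUSG00000056399, chromosome 17, 25298394 to 25300165) rose by 7.07 (SE 1.51, edgeR adjusted p-value 0.0125), but its levels in miR-125b were 60.1, 2.86 and 2.76 CPM. Without miR-125b replicate 1 the rise of Prss34 was 4.13 with an adjusted p-value of 0.0359. It was called in 11 of 13 alternatives, with adjusted p-values from 5.72e-11 to 0.0534, but not in the robust fit or without sh-ctrl replicate 3. Serpinb1a (ENSMUSG00000044734, chromosome 13, 32842092 to 32851185) rose from 22.3 ± 3.19 to 334 ± 85.4 CPM (SD, n = 3 each), a log2 fold change of 3.90 (SE 0.32, edgeR adjusted p-value 0.000433). Lars2 rose by 3.10 (SE 0.17, edgeR adjusted p-value 3.29e-05). Nt5e (ENSMUSG00000032420, chromosome 9, 88327197 to 88372092) fell from 17.1 ± 3.78 to 0.887 ± 0.519 CPM (SD, n = 3 each), a log2 fold change of −4.28 (SE 0.41, edgeR adjusted p-value 0.00107). Il1bos (ENSMUSG00000074805, chromosome 2, 129369897 to 129375748) had −4.15 (SE 0.65, edgeR adjusted p-value 0.00609). It is antisense to Il1b, so its value is uncertain where the use of strand is not stated. Tspoap1 (ENSMUSG00000034156, chromosome 11, 87760541 to 87785928) had −3.96 (SE 0.48, edgeR adjusted p-value 0.00304). Irs2 (ENSMUSG00000038894, chromosome 8, 10984681 to 11008458) had −2.88 (SE 0.72, edgeR adjusted p-value 0.0203) and was not called without sh-ctrl replicate 3 (−2.52) or miR-125b replicate 3 (−2.93), with adjusted p-values from 5.54e-07 to 0.0778 over 15 alternatives. Mpo and Irs2 each overlap 1 annotated gene on the other strand.

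Whether the microRNA and the hairpin change the same genes was measured on the same 3 controls, which alone gives a correlation. Across 14004 genes, which are not independent replicates, the log2 fold changes correlated with r = 0.523 and Spearman's rho = 0.638, and 77.4% had the same sign. In 50 simulations of unchanged groups with shared controls, r ranged from 0.396 to 0.476 and the same sign reached at most 65.5%. Without shArid3a replicate 3, r was 0.319, where the highest r simulated for that design was 0.329. Without shArid3a replicate 1, r was 0.496, where the highest simulated was 0.324. The values without sh-ctrl replicate 3 (0.517) and without miR-125b replicate 1 (0.412) did not exceed the highest r simulated for their own designs, 0.583 and 0.426. These left-out designs had 20 simulations each. With separate controls for each effect, the mean r was 0.352 over 6 assignments (range 0.259 to 0.443), where simulated unchanged groups reached at most 0.023. Deviations from the group means correlated far more widely between real libraries of different number, from −0.43 to 0.36. The simulated ranges may therefore be too narrow, and r above them does not show agreement beyond chance. Of the 12 genes called in shArid3a, 10 were called in miR-125b with the same sign, 6 higher and 4 lower. In the simulations with shared controls at most 2 genes were called in both. Since 5 of the 7 higher genes called in shArid3a are ribosomal RNA-like, most of these 6 are of that kind. By the naming rule these include Lars2 among the higher genes and Arid3a, Ppfibp1 and Mapt among the lower, with −1.64 for Ppfibp1 (SE 0.15, edgeR adjusted p-value 0.000944) and −1.03 for Mapt (SE 0.19, edgeR adjusted p-value 0.00888) in miR-125b.

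The direct comparison of miR-125b with shArid3a, which does not use the shared controls, called 189 of 14004 genes, 93 higher and 96 lower with miR-125b, and 2033 had an unadjusted p-value under 0.05. Without miR-125b replicate 2 it called 26, without replicate 3, 70, and without replicate 1, 329. With the replicate block it called 255, 146 higher and 109 lower, of which 156 were among the 189. With only these groups in the fit it called 131, 82 higher and 49 lower, of which 108 were among the 189. Arid3a was lower with miR-125b than with the hairpin, with a log2 fold change of −1.13 (SE 0.19, edgeR adjusted p-value 0.024). This call of Arid3a was lost without miR-125b replicate 2 (−1.18) or 3 (−1.22) and with only these groups in the fit (−1.13). Over 12 alternatives its adjusted p-value ranged from 4.71e-05 to 0.0815.

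Effects of the libraries labelled Arid3a ran against those of the hairpin. Across 13102 genes r was −0.399 and rho −0.509, with 72.4% of genes of opposite sign. The exact permutation p-value was 0.01, the smallest that the 200 relabellings can give. Against the miR-125b effects, r was −0.323 and rho −0.441, with 69.9% of genes of opposite sign and an exact permutation p-value of 0.02 over 400 relabellings. Adjusted over these 2 tests, both are 0.02. Requiring 10 counts in every library moved r to −0.518 and −0.424. Removal of trends with UTR length, GC content and expression level, over 11035 genes, took r from −0.434 to −0.287 for shArid3a (exact permutation p-value 0.03) and from −0.331 to −0.122 for miR-125b (0.41). The p-values after this removal were not adjusted over both comparisons. As 0 genes were called in the libraries labelled Arid3a (2885 at an unadjusted p-value under 0.05), the share of opposite signs among genes called in both has no value.

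Genes with an 8mer match to the miR-125b seed in the 3′ UTR test whether the microRNA acted. With miR-125b, the 636 genes with a site had a median log2 fold change of −0.30, against 0.05 for 8875 genes with none (camera p-value 7.28e-08, adjusted over 4 comparisons 2.91e-07). Of the site genes, 69.3% were lower, and 196 were called, 167 of them lower. In draws of no-site genes with the same UTR lengths the median was −0.12, and 0 of 10000 draws were as low as the site genes. With shArid3a the site genes were also lower, at −0.19 against 0.03 (adjusted p-value 0.00022), but length-matched draws gave −0.14, and 260 of 10000 were as low. For the 1807 genes with a 7mer-m8 or 8mer match, at −0.20, length-matched draws gave −0.13, and 0 of 10000 were as low. A count of 0 draws was thus also reached in a comparison without the miR-125b transgene. In the libraries labelled Arid3a the 631 site genes were higher, at 0.08 against −0.01 for 8609 genes (adjusted p-value 0.00224), and matched draws gave 0.09. In miR-125b against shArid3a the medians were −0.07 and 0.01 (adjusted p-value 0.00215), and 0 of 10000 matched draws were as low. The 3′ UTR of Arid3a is 3082 nt long and holds 2 8mer matches among 6 7mer-m8 matches.

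**Figure D3:**
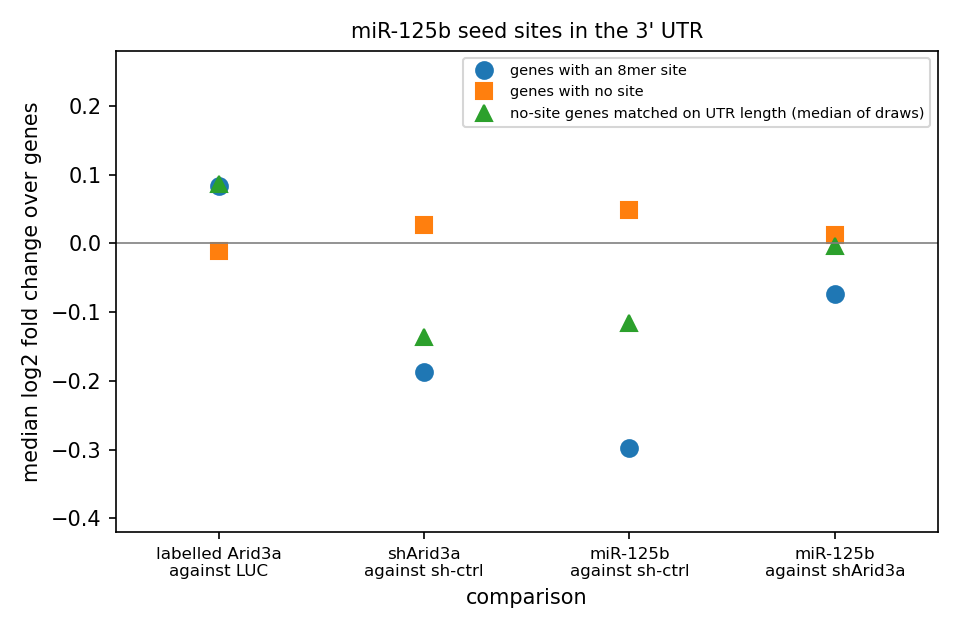
Median log2 fold change (vertical axis) of genes with an 8mer miR-125b seed site, of genes with no site, and of no-site genes matched on 3′ UTR length, for 4 comparisons (horizontal axis). The site genes lie at −0.30 with miR-125b against −0.12 for matched genes, and at 0.08 against 0.09 in the libraries labelled Arid3a.

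Of 30 tests of gene lists, 10 passed an adjusted p-value of 0.05 with camera. Under fry, 1 of them did (recalled targets with miR-125b, adjusted p-value 0.0212), and with a correlation estimated per list, 0, with an adjusted p-value of 0.652 for that list. Medians below are log2 fold changes, with camera's adjusted p-values. With shArid3a, cell cycle genes were higher (median 0.42, 23 of 28 genes, 3.59e-05). Megakaryocyte and platelet genes were lower (−0.38, 18 of 24, 0.00407), as were TGF-beta response genes (−0.39, 20 of 23, 0.00407) and interferon response genes (−0.66, 15 of 18, 0.00767). The p53 and apoptosis genes were lower (−0.28, 18 of 24, 0.0371), but not past the threshold with the paired replicate block (0.0557) or without sh-ctrl replicate 2, and 5 of 9 alternatives passed, with adjusted p-values from 0.0197 to 0.735. The interferon median was −0.44 without sh-ctrl replicate 3 and −0.28 when 10 counts were required in every library. Of these 5 lists 0 genes were called over all genes tested. The counts adjusted over the list alone were 7 for cell cycle, 7 for megakaryocyte and platelet, 8 for TGF-beta, 2 for interferon and 2 for p53. The erythroid (−0.15, 0.969), myeloid (−0.20, 0.795), mast cell and basophil (−0.06, 0.977), stem and progenitor (−0.44, 0.363) and recalled target (−0.01, 0.50) lists did not pass.

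With miR-125b, myeloid genes were higher (median 1.57, 9 of 12 genes, adjusted p-value 0.00797). The median was 1.52 with the 1 gene at the count floor in a group set to its bound, and 0.12 (adjusted p-value 0.522) when 10 counts were required in every library. Over 12 alternatives the adjusted p-value ranged from 0.000163 to 0.652, and 9 passed. The recalled targets were lower (−0.41, 12 of 16, 0.00797; 8 called, 7 of them lower), as were megakaryocyte and platelet genes (−0.34, 17 of 24, 0.00797; 9 called, 8 of them lower), with −0.55 without miR-125b replicate 3. TGF-beta response genes were lower (−0.33, 15 of 23, 0.0138; 6 called, all lower), but without miR-125b replicate 1 the median was −0.15 and not past the threshold, and without replicate 2 it was −0.52. A minimum of 10 counts gave the TGF-beta list 0.0536, in a range of 0.00494 to 0.652 over 12 alternatives. Interferon response genes were lower (−0.77, 13 of 18, 0.0138; 6 called, all lower), which was not past the threshold without miR-125b replicate 2 (−0.64). The genes with the smallest adjusted p-values were Mpo, Lyz2 and Elane of the myeloid list, Gp1ba, Itgb3 and Gp1bb of the megakaryocyte list, Skil, Tgfbr1 and Klf10 of the TGF-beta list, Ddx58, Rsad2 and Ifih1 of the interferon list and Arid3a, Lin28b and Tet2 of the recalled targets. Called genes adjusted over the list alone were 5 for myeloid, 11 for recalled targets, 11 for megakaryocyte, 8 for TGF-beta and 6 for interferon. The erythroid (−0.70, 0.143), mast cell and basophil (1.16, 0.206), stem and progenitor (0.22, 0.517), cell cycle (0.22, 0.103) and p53 (−0.05, 0.795) lists did not pass. Without miR-125b replicate 1 the mast cell and basophil median was 0.08 and the erythroid list passed (−0.62). When 10 counts were required in every library the mast cell and basophil median was 0.11. That list passed with library totals alone (0.88, adjusted p-value 0.039) and without sh-ctrl replicate 3 (1.75) or miR-125b replicate 3 (1.64), with adjusted p-values from 0.0137 to 0.809 over 12 alternatives. The cell cycle list passed without sh-ctrl replicate 2 (0.32) or miR-125b replicate 3 (0.31).

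In the libraries labelled Arid3a no list of the 10 passed. The lowest adjusted p-value was 0.053, for cell cycle genes (median −0.06, 19 of 28 lower). Medians of the others were 0.20 for megakaryocyte and platelet, 0.20 for erythroid, 0.08 for myeloid, 0.62 for mast cell and basophil, 0.22 for stem and progenitor, 0.11 for TGF-beta, 0.04 for p53, −0.14 for interferon and 0.14 for recalled targets, with adjusted p-values from 0.416 to 0.795. Camera's direction was down for the mast cell and basophil list and the p53 list, despite their positive medians. With the replicate block the mast cell and basophil median was 0.077. Without replicate 1 of the libraries labelled Arid3a the erythroid median was 0.63 and past the threshold. The cell cycle list passed without replicate 2 of that group (−0.06) or LUC replicate 3 (−0.07), and the interferon list passed without replicate 3 of that group (−0.15). An effect past the threshold in 1 comparison and not in another was not tested as a difference between them.

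The WT libraries give levels only. In CPM of the library totals, Arid3a was at 275 ± 35.4 (SD, n = 3) and Gata1 at 75.6 ± 5.68 (SD, n = 3). Mean log2 CPM over a list was 6.29 for megakaryocyte and platelet, 2.23 for erythroid, 9.0 for myeloid, 5.61 for mast cell and basophil, 5.96 for stem and progenitor, 4.49 for TGF-beta, 7.46 for cell cycle, 5.25 for p53, 6.64 for interferon and 5.54 for recalled targets. In sh-ctrl the myeloid mean was −1.32 and the megakaryocyte mean 6.16.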

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

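The fit without the ribosomal RNA-like genes was chosen after seeing the data. The removal of trends was split by comparison after the result was seen. All other alternatives in this file were set beforehand.

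In the libraries labelled Arid3a against LUC, 0 genes were called under RLE scaling, library totals alone, a minimum of 10 counts, the robust fit, the replicate block and the fit without the ribosomal RNA-like genes, with 2460 to 2891 genes at an unadjusted p-value under 0.05. With no filter on low counts 71 genes were called and with DESeq2 1186. The fits that each left out one library gave from 0 to 3198 genes, the 3198 coming without replicate 1 of the libraries labelled Arid3a. The cause was not tested for the filter and for DESeq2.

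In shArid3a against sh-ctrl, 12 genes were called, and RLE scaling gave the same 12. Library totals alone gave 20, a minimum of 10 counts 19 and the robust fit 19, each holding all 12, as did the 15 with the replicate block. Only the libraries of the groups compared gave 14, of which 10 were among the 12. With no filter on low counts 1237 genes were called and with DESeq2 1335, both again holding the 12. The cause was not tested. With an adjusted p-value under 0.01, 2 were called. Without the ribosomal RNA-like genes 0 were called, with 3567 at an unadjusted p-value under 0.05. The genes left out include Lars2 and Gm23935, which had the lowest p-values, and Arid3a, Cd24a, Csf2rb, Mapt and Ppfibp1 then had adjusted p-values from 0.0524 to 0.0556. In that fit Arid3a itself changed by −1.44. Fits that each left out one sh-ctrl library gave from 2 to 11 genes, with 5 without replicate 2 and 2 without replicate 3. Leaving out a shArid3a library leaves 1, so no calls were made there. Arid3a ranged from −1.55 to −1.37 over the fits that left out one library, and lost its call without sh-ctrl replicate 2 or 3.

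In miR-125b against sh-ctrl, 3414 genes were called, and from 3342 to 4191 under the scaling, filter, robust, block, group, gene-removal and DESeq2 alternatives. Of the 3414, 2604 were called with library totals alone, and from 3128 to 3389 in the others. With an adjusted p-value under 0.01, 554 were called, and 1087 changed by at least 1 on the log2 scale. Fits that each left out one library gave from 734 to 2872 genes, with fewer libraries in each.

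In miR-125b against shArid3a, 189 genes were called. With no filter on low counts 715 were called and with DESeq2 714, each holding all 189, and with an adjusted p-value under 0.01, 26. The fits without one miR-125b library gave from 26 to 329. The cause was not tested.

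Arid3a in the libraries labelled Arid3a ranged from −0.019 to 0.21 over the fits that left out one library, changing sign without replicate 3 of that group, and was not past the threshold in any alternative run. Gene lists past the threshold fell from 10 to 1 with fry and to 0 with a correlation estimated per list. Both take the correlation between the genes of a list from these few libraries. The correlation of the shArid3a and miR-125b effects ranged from 0.319 to 0.594 over the fits that left out one library. Where 2 or more libraries were left in each group it stayed above the highest simulated value, except without sh-ctrl replicate 3 (0.517) or miR-125b replicate 1 (0.412). Without shArid3a replicate 3 it was 0.319, where the highest simulated value was 0.329, and without shArid3a replicate 1 it was 0.496 (highest simulated 0.324). The seed-site difference in the libraries labelled Arid3a changed sign when matched on UTR length, to −0.003.

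Camera's direction reversed for lists that were not past the threshold. With library totals alone these were, in shArid3a, erythroid (median −0.34), myeloid (−0.37) and mast cell and basophil (−0.27). Over the fits that left out one library, lists that reversed in at least one had medians, in the libraries labelled Arid3a, from −0.091 to 0.26 for megakaryocyte and platelet, from 0.039 to 0.63 for erythroid, from −0.34 to 0.56 for myeloid, from −0.065 to 1.17 for mast cell and basophil and from −0.077 to 0.067 for p53. In shArid3a they were from −0.16 to −0.036 for erythroid, from −0.46 to 0.19 for myeloid and from −0.60 to 0.60 for mast cell and basophil, and in miR-125b from −0.11 to 0.078 for p53. The cause was not tested.

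Among single named genes, 19 of the other values fell under the threshold and 7 rose past it. Among single lists 25 fell under it and 10 rose past it, and 48 counts of higher or lower genes moved by over 1.5 times. For the shArid3a seed-site genes, 260 of 10000 draws matched on UTR length were as low with 8mer sites and 0 with 7mer-m8 or 8mer sites. The correlations of the libraries labelled Arid3a with the other effects were run with library totals alone and with a minimum of 10 counts. They were also run without each LUC, labelled Arid3a, sh-ctrl or miR-125b library, but no shArid3a library was left out. In these runs they kept their sign and, without adjustment, their side of the threshold. They ranged from −0.518 to −0.305 for shArid3a and from −0.424 to −0.25 for miR-125b. Removal of trends with UTR length, GC content and expression level took the miR-125b value to −0.122 (exact permutation p-value 0.41), and the shArid3a value to −0.287 (0.03), both without adjustment. DESeq2 gave no adjusted p-value for Prss34. Depth limits genes near the count floor, such as Mpo and Prss34 in sh-ctrl, whose size of change rests on few counts in the controls.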

Other observations

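The tests on ribosomal RNA-like genes, on male cells, on exchanged labels and on the rank of the X chromosome among the chromosomes were chosen after the result was seen, as were the correlations with single ribosomal RNA-like genes, the 7mer-m8 draws matched on length and GC content, and the simulations with trends removed. The test of UTR length, GC content and expression level was split by comparison afterwards, and the rule for reading the X chromosome was tightened after its value was seen.

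Libraries were regrouped in all 10 ways into 3 and 3. For miR-125b and sh-ctrl, 1 of the 10 splits, the real one, gave as many genes with an adjusted p-value under 0.05. The other 9 gave 0, with 63 to 645 genes at an unadjusted p-value under 0.05 against 5570. If the numbers pair these libraries, the 3 other splits that part all pairs are the closest to the real one, and they also gave 0. For the libraries labelled Arid3a and LUC, all 10 splits gave at least the 0 genes of the real one, so the count decides nothing. The real split had 2885 genes at an unadjusted p-value under 0.05 and the others 62 to 1651. With 10 splits the share is never under 0.1.

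Replicate 1 of the libraries labelled Arid3a may carry little of the difference between that group and LUC. Its slope on the difference measured in the other libraries was −0.04 on average (range −0.23 to 0.07), against 0.18 (0 to 0.49) for replicate 2 and 0.32 (0.24 to 0.43) for replicate 3. Pf4 was at 1526, 354 and 510 CPM in replicates 1 to 3. Slopes of single libraries do not separate a weak transgene response from a mislabelled library or a different cell state, which cannot be told apart here. As Arid3a counts were not raised in these libraries, an exchange of the LUC and Arid3a labels was also tested. Their effects ran opposite to those of shArid3a (r = −0.399), which would speak against an exchange only if the shArid3a effects come from lower Arid3a. That is not settled here. An exchange would also put raised Arid3a counts in the libraries labelled LUC. Arid3a was at 67.2 ± 3.09 CPM there and at 70.9 ± 11.3 in the libraries labelled Arid3a (SD, n = 3 each). These values argue against an exchange as the reason for the missing rise in counts. An exchange with a transgene whose reads are not counted stays open.

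The opposite direction of these effects to those of shArid3a and miR-125b could follow from shared trends with UTR length, GC content and expression level. After these trends were removed over 11035 genes (84.2%), r with shArid3a went from −0.434 to −0.287 (exact permutation p-value 0.03). This p-value was not adjusted over both comparisons. The trends may therefore not be the whole of it, but this is not settled. With miR-125b, r went from −0.331 to −0.122 (exact permutation p-value 0.41), so here the trends are a candidate explanation of the relation. The relabellings took no account of the pairing of libraries, so this p-value does not settle it.

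The agreement of shArid3a and miR-125b did not vanish when no control was shared: with separate controls r was 0.352 on average. Whether this lies beyond chance is not settled, since real libraries of different number correlated more widely than simulated ones. Over 11500 genes (82.1%) it went from 0.296 to 0.219 (0.077 to 0.313) on removal of the same trends, so the trends account for a part of it. In 50 simulations of unchanged groups with the trends removed it reached at most 0.042, a range with the same limit. A difference of the whole sh-ctrl group from the other groups, whatever its source, would give such agreement too and stays open, as does an effect of lower Arid3a in both.

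The lower level of seed-site genes with miR-125b was not reached by UTR length alone (−0.182 against length-matched draws) nor by length and GC content together (−0.184, 0 of 10000 draws as low). These draws measure the spread between genes only. A shift of the same size in every perturbed group would leave no difference between miR-125b and shArid3a, where the site genes were still lower (−0.085). A larger shift of these genes with miR-125b, whatever its source, would leave a difference and stays open. With shArid3a, draws matched on length and GC content were as low in 2436 of 10000 for 8mer sites, and in 68 of 10000 for 7mer-m8 or 8mer sites (−0.033). With miR-125b the 7mer-m8 or 8mer difference was −0.17, and 0 of 10000 draws were as low. A direct action of the microRNA on these transcripts is a hypothesis that remains.

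Lars2 and 4 other ribosomal RNA-like genes were higher in the shArid3a and miR-125b libraries than in sh-ctrl. A sixth gene of this kind, Gm26917, was at 111 to 142 CPM of the library totals with miR-125b and 86.2 to 134 in sh-ctrl, and at 231 to 274 with shArid3a. Reads from ribosomal RNA were tested as the source over the 6 LUC and labelled Arid3a libraries, where 3 other genes of this kind had at least 10 CPM in every library. Lars2 followed Gm23935 with r = 0.983 (exact permutation p-value adjusted over the 3 genes 0.00417) and Gm26917 with 0.794 (0.0104), but CT010467.1 with only 0.441 (0.369). In WT, Gm23935 was at 602 to 750, CT010467.1 at 810 to 1430 and Lars2 at 233 to 280, against 774 to 1154, 768 to 1298 and 589 to 861 in the 5 raised libraries. Reads from ribosomal RNA therefore stay open as an explanation. Sh-ctrl libraries that were prepared or depleted of ribosomal RNA apart from the others would give a difference of this kind too: the lowest Lars2 level outside sh-ctrl in that table was 589 CPM of the library totals and the highest in sh-ctrl 103. The labels do not say how each library was prepared, so this and an effect of both treatments cannot be told apart.

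Xist, the RNA of the inactive X chromosome, was lower with miR-125b (138 ± 109 CPM, SD, n = 3) than in sh-ctrl (602 ± 297, n = 3), with an edgeR adjusted p-value of 0.0595, and 0.0134 in the paired fit with a replicate block. Over 15 alternatives it ranged from 4.82e-06 to 0.186, and without miR-125b replicate 1 Xist was past the threshold at −1.59. It changed by −2.12 (log2) with miR-125b and by −2.52 with shArid3a (adjusted p-value 0.128), where pairs 1 and 3 changed by −2.76 and −2.68. Between miR-125b and shArid3a the difference was 0.39 (adjusted p-value 0.882). It was named after its values were seen. More male cells in the miR-125b libraries would leave the pairs with almost no Y-chromosome reads unchanged. Yet in pairs 2 and 3, where Eif2s3y was under 3 CPM of the library totals, Xist changed by −0.95 and −2.43. In pair 1 Xist changed by −4.81, and Eif2s3y was at 61.0 CPM with miR-125b and 49.4 in sh-ctrl. More male cells may therefore account for a part of the fall in pair 1. Reactivation of the silenced X chromosome would raise its genes. The median of 452 X genes exceeded that of autosomal genes by 0.081 with miR-125b (pairs 0.003 to 0.091), more than any of 19 autosomes (highest 0.077), but the lowest pair did not exceed that. This explanation may hold and stays open, with shArid3a at 0.091 (pairs 0.054 to 0.102).

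Myeloid genes rose with miR-125b, with Mpo at 0.973% of its WT level after subtraction of sh-ctrl. Carried-over myeloid cells would bring all their abundant transcripts at one share. Of 19 list genes with at least 100 CPM in WT, the 18 others rose to a median of 0.0644% (range −1.57% to 2.67%), and 13 of them stayed under the lowest Mpo share in every miR-125b library, which argues against cells like those of WT as the whole source. The list has 20 genes, of which 12 passed the filter in this table and 0 are in another list. A change of expression in the miR-125b cells is a hypothesis, and other cell types were not tested. In LUC, Mpo reached 8.66 CPM in replicate 3.

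The WT libraries differed in genes detected, with 19134, 16650 and 19971 genes, and 16, 6 and 27 olfactory receptor genes had reads in replicates 1, 2 and 3.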
